A study of Mus musculus with 5 samples. Its data were reported in "ERBB2 signaling drives immune cell evasion and resistance against immunotherapy in small cell lung cancer" (2025).

How the data were processed

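Lung tumours of Rb1/Trp53-deleted mice, a genetically engineered model of small cell lung cancer (SCLC), were profiled by single-cell RNA sequencing (scRNA-seq) in 5 libraries, 1 for each of 5 treatment groups. The groups were vehicle, anti-PD-1, ERBB2i (mubritinib), the combination of both agents, and a further combination library whose label adds that the animal was in response. Groups were taken from the treatment label of each sample.

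The deposited matrices hold counts of unique molecular identifiers (UMIs) per gene and cell barcode. The authors made them with CeleScope from libraries built on the Singleron SCOPE-chip, a microwell device that labels the RNA of each cell with a barcode. The CeleScope version, the genome build and the gene annotation are not given in the sources used here. The values are whole numbers and were not normalised before deposit. All 5 matrices share 32589 gene identifiers, of which 31966 were found by Ensembl identifier in the GENCODE M39 annotation of the mouse genome GRCm39; all coordinates below come from that match.

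Cells were filtered per library with the thresholds of the study. A filter on ribosomal content, for which no separate threshold is given in the sources used here, was not applied. Barcodes were kept with more than 150 detected genes, a mitochondrial share of at most 8% and not more than 3 median absolute deviations (MADs) above the median of their library. Barcodes also had to lie within 5 MADs of that median for the natural log of total UMIs, the natural log of detected genes, and the percentage of UMIs in the top 20 genes. Of 86735 deposited barcodes, 73349 passed. The study removed doublets with SOLO, which was not used here. Scrublet, as implemented in scanpy 1.11.5, was run on each library in its place, and 2116 of the barcodes that had passed the other filters were removed as doublets. Its automatic threshold marked 2.33% of barcodes in the anti-PD-1 library but under 0.5% in each of the others, where a fixed score of 0.25 was applied instead. The doublets marked were 1.29% of barcodes in vehicle, 3.34% in ERBB2i, 2.58% in combination and 2.91% in combination in response. In all, 71233 cells were retained.

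UMIs of each cell were scaled to 10000 and transformed with a natural logarithm and a pseudocount of 1. All cells were clustered together without batch integration, on 2000 variable genes, 50 principal components and 15 nearest neighbours, with the Leiden algorithm at resolution 1 (igraph 0.11.9) in place of the PhenoGraph-Louvain method of the study. Clusters were named from marker gene lists for tumour, epithelial, immune and stromal cell types. A cluster took the name of the list with the largest share of its markers detected in at least 10% of the cells and above the mean of the clusters, with at least 3 such markers. It stayed unnamed when its leading 10 genes held more markers of another class than of its own, or when its cells had low UMI counts and no own marker among these 10 genes. Immune-like cells are those of T, NK, B and plasma cell-like clusters and of myeloid-like ones (macrophage or monocyte, dendritic, neutrophil, mast or basophil), and epithelial-like cells those of neuroendocrine tumour-like and other epithelial clusters. The cell types are rebuilt and may differ from those of the study, whose annotation was not used here.

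Shares of cells were given with exact Clopper-Pearson 95% intervals. For gene expression, UMIs of all cells of a class in a library were summed and given per 1000000 UMIs of that class (CPM), with exact Poisson 95% intervals; the log2 ratio of a pair of libraries has an exact conditional interval. Classes with fewer than 20 cells in a library gave no ratio. A count of 0 was given the limit that 3 counts allow. No differential expression test was run, since each group holds 1 library and cells are not replicates. For shares of cells with a UMI, each cell was thinned to 500 UMIs, a number that every retained cell reached.

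The filters, the clustering, the marker lists, the named genes and most alternatives were fixed before the data were examined. Named genes were the model and target genes (Rb1, Trp53, Erbb2), fixed lists for tumour-like and T cell-like cells, and by size the 5 genes with the largest ratio of CPM to vehicle in each direction among genes with at least 100 UMIs in one library and at least 10 in the other. Mitochondrial, ribosomal protein, haemoglobin, immunoglobulin, T cell receptor variable and sex-linked transcripts were left out of the choice by size. The rule by size was not applied to T cell-like cells, because vehicle held too few after filtering. Chosen after the data had been seen were the scoring of clusters against the marker lists, ERBB2i as the reference library for T cell-like cells, and the grouping of fixed genes into an antigen presentation list and a checkpoint list, and the comparison with random gene lists. The same holds for a second clustering of the immune-like cells alone and for a comparison restricted to the mature T cell-like cluster.

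The alternatives were the absence of the mitochondrial and MAD filters, a minimum of 500 genes, doublets kept, Leiden resolutions of 0.5 and 2, each library clustered by itself, cells thinned to 500 UMIs before clustering, another denominator, and both combination libraries averaged. For expression they were TMM scaling (edgeR 4.0.16), size factors of DESeq2 1.42.0, the mean over cells of UMIs per 10000, a total without mitochondrial and ribosomal protein genes, and subtraction of free RNA. Both packages were used for scaling factors only. Free RNA was modelled with the profile of the whole library, and its share was set by transcripts that the class should lack.

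The interval, size-rule and clustering steps were tested on simulated data; the naming of clusters and the doublet step were not. Counts for 13625 genes were drawn from the pooled vehicle and combination profile, with 200 genes changed by a log2 ratio of 2. The intervals held the true value for 95.1% of genes, the median absolute error was 0.03 on the log2 scale, and 10 of the 10 genes named by size were changed ones. Counts followed the Poisson distribution that the intervals assume, so that this coverage was built in. Changed genes had an expected count of at least 100 in each library before the change. The minimum of 10 UMIs in the size rule was therefore hardly tested. Of 600 simulated cells of a pair of types, 100% fell in a cluster led by their own type. Thinning was checked on the first 1000 barcodes of vehicle, where the share of cells with a UMI differed from its hypergeometric expectation by at most 4.01 percentage points over 2000 genes. Analyses ran under Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3) and R 4.3.3.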

Results

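The effect of ERBB2 inhibition and PD-1 blockade on tumour and immune cells was examined by scRNA-seq of lung tumours from an autochthonous SCLC mouse model, in which adenoviral Cre deletes the floxed genes Rb1 and Trp53. SCLC is a neuroendocrine carcinoma. Anti-PD-1 is an antibody against a checkpoint receptor of T cells, and ERBB2i is mubritinib, an inhibitor of the receptor tyrosine kinase ERBB2. Agents were given at 10 mg/kg every 3 days, and the combination groups received both. With 1 library per group there are no replicates. Differences therefore have no replicate check, and the 95% intervals cover counting error only.

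The libraries held 9718 barcodes in vehicle, 13376 in anti-PD-1, 26294 in ERBB2i, 27210 in combination and 10137 in combination in response. In the same order they held 60049258, 37594901, 69202421, 88497833 and 21624506 UMIs. The median per barcode was 5281 UMIs in vehicle, 2348 in anti-PD-1, 2092.5 in ERBB2i, 2624 in combination and 1225 in combination in response, so that values from vehicle rest on the deepest cells. After filtering, 7265, 11262, 22226, 22011 and 8469 cells remained, with median depths of 6237, 2593, 2288.5, 2873 and 1204 UMIs. The cell barcodes were 27 bases long in vehicle, anti-PD-1 and combination in response, and 24 bases long in ERBB2i and combination. A difference between a 27-base and a 24-base library may therefore also reflect library design, and the comparison of such libraries alone cannot separate these causes. Only for Rag2 in T cell-like cells did values within the 27-base libraries argue against it as the whole cause, as given below. Vehicle was also the only library with abundant Xist, at 38760 UMIs against at most 76 in each of the others.

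The genes targeted in the model and by the drug were examined first. In neuroendocrine tumour-like cells, Rb1 (ENSMUSG00000022105; GRCm39 chromosome 14, 73421113 to 73563507) reached 17.8 CPM (UMIs per 1000000 UMIs of the class) in vehicle, 14.6 in anti-PD-1, 55.5 in ERBB2i and 31.9 in combination. Trp53 (ENSMUSG00000059552; chromosome 11, 69469669 to 69482701) reached 59.7, 63.0, 52.5 and 45.6 CPM. Trp53 and Erbb2 lie on chromosome 11, whose genes had a median log2 difference to the other libraries of 0.36 in vehicle and -0.28 in combination. Tags outside the deleted part of a gene do not report on the deletion, so these values check no label. Erbb2 (ENSMUSG00000062312; chromosome 11, 98303203 to 98328542) was close to the detection limit. It had 2 UMIs in vehicle and 21 in combination, a log2 ratio of 2.91 with an interval from 0.88 to 6.05. No Erbb2 UMI was found in the 6387 tumour-like cells of anti-PD-1 or the 18879 of ERBB2i, which allows up to 0.143 and 0.0540 CPM.

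Clustering gave 11 neuroendocrine tumour-like clusters, 5 T cell-like clusters, a B cell-like cluster, a myeloid-like cluster and an unnamed one. No cluster was named for other epithelial, endothelial, fibroblast, pericyte, mesothelial, erythroid, NK, plasma, dendritic, neutrophil or mast cells, so that epithelial-like and neuroendocrine tumour-like cells are the same cells here. When immune-like cells were clustered again by themselves, 277 cells formed an NK cell-like cluster, 222 of them from ERBB2i. In the clustering of all cells, NK-like cells lay with mature T cell-like cells. The tumour-like clusters followed the libraries: 95.6% of tumour-like cells came from the main library of their cluster. With cells thinned to 500 UMIs, 4 such clusters were left and this share was 58.4%. The T cell-like clusters were a cluster led by Cd8b1, Cd4, Cd8a and Rag2, termed double positive-like below, a mature cluster led by Ccl5, Nkg7 and Il7r, and clusters led by Themis, by Trdc with Trbc2, and by Itm2a with Cd2 and Cd5. The unnamed cluster, led by Trgc1, Il2ra and Hes1, held 0.435% of the cells of anti-PD-1 and 1.85% of those of combination in response. In each of the other libraries it held 0 cells, which allows up to 0.0413% in vehicle, 0.0135% in ERBB2i and 0.0136% in combination.

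The first comparison concerned immune cell infiltration. Immune-like cells made up 0.358% of retained cells in vehicle (26 cells; 95% interval 0.234 to 0.524%), 42.9% in anti-PD-1 (41.9 to 43.8%), 15.1% in ERBB2i (14.6 to 15.5%), 7.23% in combination (6.89 to 7.58%) and 98.1% in combination in response (97.8 to 98.4%). The low share in vehicle depends on the filters. Without the mitochondrial and MAD filters, 9581 vehicle cells included 110 in the mature T cell-like cluster, 75 in the B cell-like one and 278 in the macrophage-like one. With the filters, the difference to vehicle was 42.5 percentage points for anti-PD-1, 14.7 for ERBB2i, 6.87 for combination and 97.8 for combination in response. Within the 27-base libraries the order was vehicle, anti-PD-1, combination in response. Within the 24-base libraries the combination share was below that of ERBB2i. Averaging both combination libraries moved these differences most, to 52.3 points over vehicle, since one holds few immune-like cells and the other hardly anything else. T cell-like cells accounted for 0.0964% of retained cells in vehicle (7 cells), 39.7% in anti-PD-1, 11.8% in ERBB2i, 2.76% in combination and 97.3% in combination in response. The mature T cell-like cluster alone held 0.0964%, 0.968%, 11.6%, 2.71% and 1.26% of retained cells in the same order, so that most T cell-like cells of anti-PD-1 and combination in response lay in the other 4 clusters. Of the immune-like cells, 92.7% were T cell-like in anti-PD-1, 78.2% in ERBB2i, 38.2% in combination and 99.2% in combination in response.

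B cell-like cells reached 0.0275% in vehicle, 2.68% in anti-PD-1, 2.15% in ERBB2i, 1.64% in combination and 0.567% in combination in response. These were 2, 302, 477, 360 and 48 cells. Without the mitochondrial and MAD filters, the B cell-like cluster held 75, 787, 907, 1166 and 86 cells. Myeloid-like cells reached 0.234%, 0.462%, 1.14%, 2.83% and 0.213% in the same order. In combination, the 623 myeloid-like cells outnumbered the 608 T cell-like cells by less than the counting error. This near-equality depends on the settings. At resolution 2, the macrophage-like cluster held 1169 combination cells and the mature T cell-like cluster 564. Without the mitochondrial and MAD filters, these clusters held 2050 and 1370. With doublets kept they stayed close, at 769 and 768. With each library clustered by itself, combination had 814 myeloid-like and 619 T cell-like cells.

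Neuroendocrine tumour-like cells made up 99.6% of retained cells in vehicle (99.5 to 99.8%), 56.7% in anti-PD-1 (55.8 to 57.6%), 84.9% in ERBB2i (84.5 to 85.4%) and 92.8% in combination (92.4 to 93.1%). In combination in response, 2 of 8469 cells were tumour-like, or 0.0236% (0.00286 to 0.0853%). The differences to vehicle were -42.9, -14.7, -6.87 and -99.6 percentage points. When each library was clustered by itself, 39.6% of the combination cells and 12.0% of the vehicle cells stayed unnamed, and the difference of combination to vehicle became -35.4 points. Each unnamed cluster of combination had 12 of 14 neuroendocrine markers. Their names were lost to a marker of another class among their leading genes, so that this shift comes from the naming rule.

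**Figure D1:**
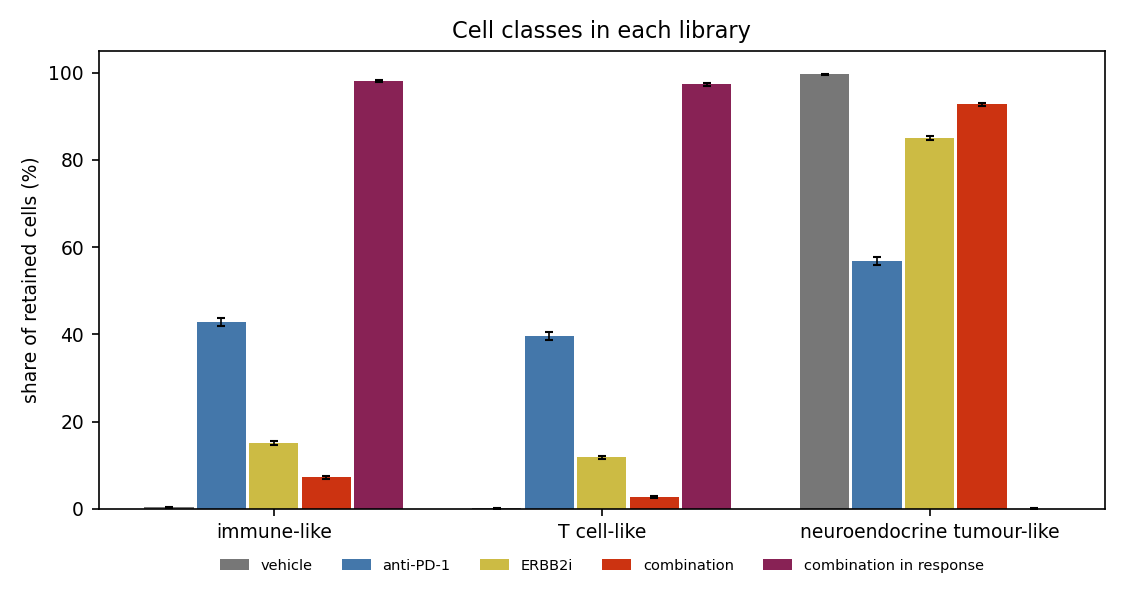
Share of retained cells (%, linear axis from 0) in the immune-like, T cell-like and neuroendocrine tumour-like classes, with 1 bar per library and exact 95% counting intervals. Tumour-like cells fill 99.6% of vehicle and 0.0236% of combination in response, with the other 3 libraries in between. Most T cell-like cells of anti-PD-1 and combination in response lay outside the mature cluster, so their bars need not show infiltration of tumours.

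The labels separate the combination library from the one taken in response, so both were also set against each other. T cell-like cells were higher by 94.6 percentage points in combination in response. The T cell-like cells of combination lay almost entirely in the mature cluster (596 of 608 cells). In combination in response, the mature cluster held 107 cells, against 3161 in the double positive-like cluster and 3227 in the cluster led by Themis. The barcode length differs between both libraries.

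Antigen presentation was then compared in tumour-like cells. The tumour-like clusters were numbered by size from e1 to e11. Most of these cells lay in clusters e5 and e10 in vehicle (72.1% and 24.6%), in e6 and e7 in anti-PD-1 (64.9% and 33.5%), in e2 and e3 in ERBB2i (56.1% and 32.7%), and in e1 and e4 in combination (53.3% and 29.8%). The summed depth was 52700391, 20933298, 55577764 and 73525876 UMIs. B2m (ENSMUSG00000060802; chromosome 2, 121977957 to 121983594) encodes the invariant subunit of MHC class I. Its level was 236 CPM in vehicle (232 to 239.8), 218 in anti-PD-1 (212 to 224), 165 in ERBB2i (161 to 168) and 338 in combination (334 to 342). The class I heavy chain gene H2-K1 (ENSMUSG00000061232; chromosome 17, 34214987 to 34219321) reached 77.2, 89.1, 109.6 and 265 CPM. As log2 ratios to vehicle, B2m changed by -0.11 in anti-PD-1, -0.52 in ERBB2i and 0.52 in combination; under TMM scaling the anti-PD-1 value was 0.07. The combination value fell to 0.11 with each library clustered by itself, where the unnamed clusters left the class. The ERBB2i value fell to -0.95 after subtraction of free RNA. H2-K1 changed by 0.21, 0.51 and 1.78. Over the alternatives it ranged from 0.016 to 0.40 in anti-PD-1, 0.12 to 0.50 in ERBB2i and 1.52 to 1.82 in combination. The similar class I gene H2-D1 (ENSMUSG00000073411; chromosome 17, 35481691 to 35486475) changed by 0.21, -0.06 and 0.59, and reads of H2-K1 and H2-D1 could have been split between them in counting.

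For the peptide transporter genes, Tap1 (ENSMUSG00000037321; chromosome 17, 34405996 to 34416199) changed by 0.31 in anti-PD-1, 0.18 in ERBB2i (interval -0.03 to 0.39) and 1.23 in combination. Tap2 (ENSMUSG00000024339; chromosome 17, 34422501 to 34435829) was lower than in vehicle in all 3 libraries, at -0.49, -0.32 and -0.32. Among the immunoproteasome genes, Psmb8 changed by -0.61, -0.86 and 0.24, with a combination value of -0.07 when each library was clustered by itself. Psmb9 changed by 0.26, 0.30 and 1.39, and fell by 0.14 in anti-PD-1 once free RNA was subtracted. Tap1 and Psmb9 overlap on opposite strands, and whether strand was used in counting is not given in the sources used here, so that their values are uncertain. Nlrc5, a transactivator of class I genes, changed by 0.49 (interval -0.08 to 1.04), 0.94 and 1.89.

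The median log2 ratio over these 8 genes was 0.21 in anti-PD-1, 0.06 in ERBB2i and 0.91 in combination. Among 10000 random lists of 8 genes matched on mean expression, those medians lay at percentiles 92.1, 48.1 and 99.95 (a description of these libraries, not a test). The combination value moved most when each library was clustered by itself, to 0.56. TMM scaling shifted the median of all genes by 0.19 in anti-PD-1 and by -0.18 in ERBB2i, and gave list medians of 0.39 and -0.12. Subtraction of free RNA gave -0.061 in anti-PD-1 and -0.10 in ERBB2i. Within libraries of one barcode length, combination over ERBB2i gave a list median of 1.04 and anti-PD-1 over vehicle 0.21. B2m was higher in combination than in ERBB2i by 1.04 and H2-K1 by 1.27, whereas Tap2 did not differ (0.00, interval -0.14 to 0.14). The ratios of ERBB2i and combination to vehicle cross the barcode lengths.

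Genes of innate sensing and interferon response were measured in the same cells. Tmem173 (current symbol Sting1) changed by 0.65 in anti-PD-1, -0.03 in ERBB2i (interval -0.31 to 0.25) and 2.10 in combination. Ddx58 (current symbol Rigi, 54 UMIs in vehicle) changed by 1.69, 1.28 and 1.85. Irf1, also on chromosome 11, changed by -0.97, -0.10 (interval -0.19 to 0.00) and 0.50. Cd274, which encodes PD-L1, changed by -1.63, 0.74 and -0.14 (interval -0.36 to 0.09); it lies on chromosome 19, whose genes were lower in vehicle than in these libraries at medians of -0.95, -0.84 and -0.65. Cd44 changed by -1.66, 1.78 and 1.38, and Epcam by -0.56, 1.35 and 2.34.

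Chga, a neuroendocrine gene, was lowest in anti-PD-1. Chga (ENSMUSG00000021194; chromosome 12, 102520484 to 102531300) reached 1294 CPM in vehicle, 475 in anti-PD-1, 793 in ERBB2i and 1231 in combination. Ncam1 changed by -0.05, 0.35 and -0.01 (interval -0.03 to 0.02), and its anti-PD-1 value was 0.14 under TMM scaling. Free RNA was estimated at 2.39% of the UMIs of tumour-like cells in vehicle, 4.21% in anti-PD-1, 8.86% in ERBB2i and 9.83% in combination. It bears on genes that immune cells express, B2m among them.

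**Figure D2:**
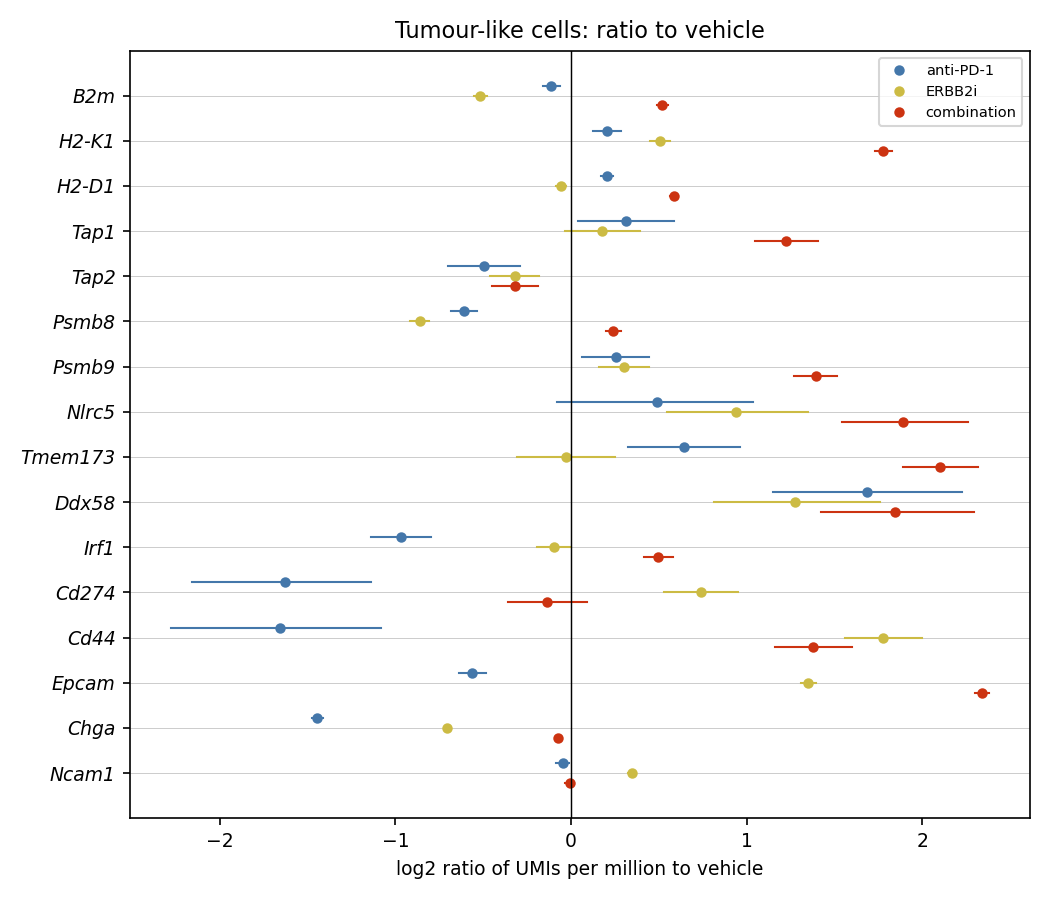
Log2 ratio of CPM to vehicle in neuroendocrine tumour-like cells (horizontal axis) for 16 named genes, with 1 point per treated library and exact 95% counting intervals as lines. Combination lies to the right of the other 2 libraries for H2-K1 (1.78) and Tap1 (1.23), while Tap2 lies left of 0 in each.

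The largest ratios in tumour-like cells were named by size among 12257 genes for anti-PD-1, 13287 for ERBB2i and 13418 for combination. In anti-PD-1 the leading genes upward were Pou3f1 (9.17), Bex4 (8.26), Trbc2 (8.12), Bves (7.52) and Zfp536 (6.96). Pou3f1 (ENSMUSG00000090125; chromosome 4, 124550600 to 124554448) had 5501 UMIs against 24 in vehicle. Trbc2 belongs to the T cell transcripts used to estimate free RNA. Downward they were Hamp2 (-9.72), Sftpc (-8.41), 1700113H08Rik (-8.40), Fev (-6.67) and Mmp14 (-6.56). In ERBB2i they were Zfp536 (9.21), Grik2 (9.11), Gm14964 (8.06), Bves (7.61) and Edil3 (7.52) upward, and Fermt1 (-7.64), 1700113H08Rik (-7.53), Dlec1 (-6.14), Gprc5c (-6.09) and Sftpc (-6.06) downward. In combination they were the epithelial genes Dsp (8.69), Krt19 (8.63) and Krt8 (8.31) with Tmem54 (8.46) and Acer2 (8.39) upward, and Gm13775 (-8.44), Fermt1 (-7.96), Tmem267 (-7.72) and 9030624G23Rik (-7.09) downward, where 1 further gene is not reported here. The smaller count was 111 UMIs or fewer for all but 1700113H08Rik and Sftpc in ERBB2i. The choice depends on the minimum of 10 UMIs: without it, 1, 0 and 1 of these 10 genes were named for the 3 libraries.

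T cell state was compared in T cell-like cells. After filtering, vehicle held 7 such cells and gave no ratio, so that ERBB2i served as the reference. Without the mitochondrial and MAD filters, 110 vehicle cells lay in the mature T cell-like cluster, but no ratio was formed from them. Cd8a was not seen in the 7 cells, which allows up to 136 CPM. The class was made of different clusters: the mature cluster held 98.4% of it in ERBB2i and 98.0% in combination, while in anti-PD-1 the cluster led by Trdc held 46.0% and the double positive-like one 27.2%, and in combination in response the cluster led by Themis held 39.1% and the double positive-like one 38.3%. Cd8a (ENSMUSG00000053977; chromosome 6, 71350411 to 71356157) reached 211 CPM in ERBB2i (197 to 226), 259 in combination (228 to 293), 982 in anti-PD-1 (965 to 1001) and 1505 in combination in response (1484 to 1527). The log2 ratio of combination to ERBB2i, which share a barcode length, was 0.30 (0.09 to 0.50), and the ratios of anti-PD-1 and combination in response to ERBB2i were 2.22 and 2.83. In the mature cluster alone the last pair fell to 0.26 and 0.38.

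With each cell thinned to 500 UMIs, a Cd8a UMI was seen in 39.3% of T cell-like cells in anti-PD-1, 8.94% in ERBB2i, 11.02% in combination and 45.2% in combination in response; unthinned, the shares were 64.8%, 18.7%, 24.7% and 67.4%. Median depths were 1519, 1127, 1138.5 and 1188 UMIs. In tumour-like cells, which should lack the gene, the thinned share was 0.939% in anti-PD-1, 0.138% in ERBB2i and 0.0833% in combination, at median depths of 3042, 2557 and 2971 UMIs; combination in response had 2 such cells and gives no background. For Pdcd1 the thinned share was 1.25% in anti-PD-1, 4.70% in ERBB2i, 3.13% in combination and 0.643% in combination in response (unthinned 3.49%, 9.90%, 8.06% and 1.82%). In tumour-like cells it was 0.0689% in ERBB2i, 0.0294% in combination, and 0 of 6387 cells in anti-PD-1, which allows up to 0.0470%.

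Checkpoint transcripts were lower in combination than in ERBB2i, at log2 ratios of -0.70 for Pdcd1 (-1.09 to -0.32; ENSMUSG00000026285; chromosome 1, 93966027 to 93980312), -0.92 for Ctla4 (-1.28 to -0.59) and -0.73 for Lag3 (-1.41 to -0.10). For Tigit (-0.51, interval -1.29 to 0.21) and Havcr2 (0.06, interval -1.04 to 1.04) no difference was detectable at this depth. The median of the 5 checkpoint genes was -0.70 in combination, -2.94 in anti-PD-1 and -2.71 in combination in response. The last value was moved most, to 0.44, when only the mature cluster was compared. There it is the ratio of Havcr2, which had 7 UMIs in all T cell-like cells of combination in response. TMM scaling shifted the median of all genes by 0.40 in anti-PD-1. Over the alternatives, single genes in anti-PD-1 stayed negative where a ratio was formed, but Pdcd1 reached -0.03 and Lag3 -0.40. The highest values of the others were -1.97 for Ctla4, -2.95 for Tigit and -5.55 for Havcr2.

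The effector genes Gzmb (0.96) and Gzma (0.53) were higher in combination than in ERBB2i, and Prf1 (-0.75) and Ifng (-1.10) lower. The class includes NK-like cells, and the Gzma value ranged from -0.13 with each cell weighted equally to 2.34 with each library clustered by itself, where Prf1 was at -0.03. All of these 4 genes were lower in anti-PD-1 (Gzma -0.35, Gzmb -4.34, Prf1 -5.64, Ifng -6.70) and in combination in response (-2.31, -3.49, -4.23 and -3.07), but not under each alternative. In the mature cluster alone, Gzmb (1.97) and Ifng (2.38) were higher in combination in response and Gzmb (0.95) and Gzma (0.54) in anti-PD-1. Gzma in anti-PD-1 was at 2.11 with the immune-like cells clustered again and at 0.05 under TMM scaling. Cd4 changed by 1.13 in anti-PD-1, -0.31 in combination (interval -0.66 to 0.03) and 2.70 in combination in response, Cd3e by 0.90, -0.06 (interval -0.21 to 0.09) and 1.38, and Ptprc by -0.90, -0.14 and 0.06. Tox changed by -0.70, -0.14 (interval -0.39 to 0.10) and 1.64. Cd28 changed by -0.29 (0.11 under TMM scaling), -0.23 (interval -0.47 to 0.01) and 1.20, and Lamp1 by -0.41, 0.11 (interval -0.11 to 0.33) and -0.21. Foxp3 rested on 33 UMIs or fewer in each library. Mki67 changed by 1.07, 0.01 and 0.12. Free RNA was estimated at 39.4% of the UMIs of T cell-like cells in ERBB2i and 45.3% in combination, against 7.73% in anti-PD-1 and 4.38% in combination in response. Neuroendocrine transcripts reached 5706 CPM of the whole library in ERBB2i and 14.3 in combination in response. The haemoglobin gene Hbb-bs reached 14.4 and 2969 CPM there. These estimates may therefore rest on different transcripts, and the ratios after subtraction of free RNA share this limit.

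**Figure D3:**
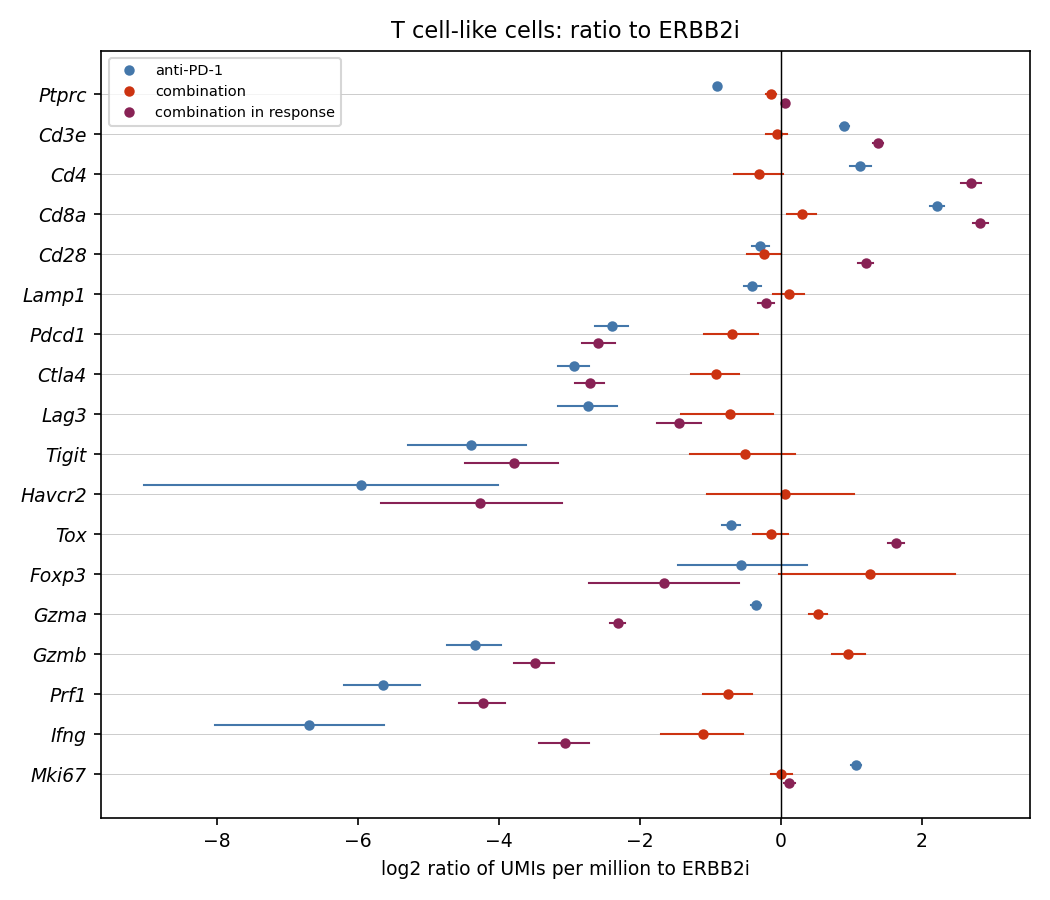
Log2 ratio of CPM to ERBB2i in T cell-like cells (horizontal axis) for 18 named genes, with 1 point per library and exact 95% counting intervals as lines. Points of anti-PD-1 and combination in response lie right of 0 for Cd8a (2.22 and 2.83) and left of 0 for Pdcd1 (-2.40 and -2.59), while combination lies at 0.30 and -0.70.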

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

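Most alternatives were planned; the second clustering of the immune-like cells and the comparison of only the mature T cell-like cluster were added after the results had been seen. Where no cause is named below, the cause was not tested. Differences of shares to vehicle are in percentage points and ratios are log2 values, to vehicle in tumour-like and to ERBB2i in T cell-like cells. A reversal is a change of sign of a value whose counting interval excludes 0; changes of sign of the other values are counted apart.

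All 13 differences of shares kept their direction under each alternative (120 of 120 values), of which 63 stayed within the counting interval and 57 moved. Without the mitochondrial and MAD filters, the immune-like difference was 41.2 in anti-PD-1, 12.8 in combination and 94.7 in combination in response. The T cell-like difference was 38.2, 12.5 and 4.05 in anti-PD-1, ERBB2i and combination, and the tumour-like one -40.7, -12.3 and -94.3 in anti-PD-1, combination and combination in response. Combination in response exceeded combination by 93.1 in T cell-like cells. With a minimum of 500 genes, anti-PD-1 and ERBB2i gave 38.6 and 13.3 (immune-like), 36.0 and 10.7 (T cell-like) and -39.1 and -13.3 (tumour-like). With doublets kept, ERBB2i and combination gave 15.9 and 8.54 (immune-like), 12.7 and 3.22 (T cell-like) and -15.9 and -8.54 (tumour-like), and the difference between both combination libraries was 93.9.

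At resolution 0.5, the immune-like differences were 40.1, 11.6, 2.66 and 99.1 in anti-PD-1, ERBB2i, combination and combination in response, the T cell-like difference of the last was 99.1, and its excess over combination 96.4. A cluster led by B cell and myeloid genes stayed unnamed there (871 combination cells). By construction, only T cell-like cells then counted as immune-like. At resolution 2, combination gave 9.10 (immune-like) and -27.0 (tumour-like), and combination in response -99.4 (tumour-like); 18.0% of combination cells stayed unnamed there. With each library clustered by itself, the immune-like differences were 35.0, 12.7, 7.84 and 96.9, the T cell-like ones 35.4 in anti-PD-1 and 11.01 in ERBB2i, and the tumour-like ones -31.0, -2.81, -35.4 and -87.6. Here 12.0% of vehicle and 39.6% of combination cells were unnamed, which by construction lowers their tumour-like shares. With cells thinned to 500 UMIs, the immune-like differences were 39.99, 10.9, 2.45 and 99.2, the T cell-like ones 10.9 in ERBB2i and 99.2 in combination in response, the tumour-like one -13.7 in ERBB2i, and the excess over combination 96.7. Again a cluster led by B cell and myeloid genes stayed unnamed (1051 combination cells) and so left the immune-like class. With the immune-like cells clustered again, the T cell-like difference of ERBB2i was 10.7, since NK-like cells left the class. Over immune-like plus epithelial-like cells, combination in response gave 99.6 (immune-like) and 99.1 (T cell-like), and its excess was 96.4, since unnamed cells leave the denominator. Both combination libraries averaged gave 52.3, 49.96 and -53.2 for the 3 classes.

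Of the 24 values for the median of the antigen presentation genes, 20 kept their sign and 16 stayed within the interval. The 8 values for ERBB2i belong to a median whose interval includes 0, and 3 of them were negative. TMM scaling gave 0.39 in anti-PD-1 and -0.12 in ERBB2i, and DESeq2 size factors 0.40 and -0.14. The mean per 10000 gave 1.06 in combination, and each library clustered by itself 0.56. Subtraction of free RNA gave -0.061 in anti-PD-1, a reversal, and -0.10 in ERBB2i. The combination value stayed between 0.56 and 1.06. For single genes in tumour-like cells, 474 of 488 values kept their sign. Where the interval excludes 0, 425 of 432 did; where it includes 0, 7 of 56 changed sign (Tap1 and Tmem173 in ERBB2i, Cd274 and Ncam1 in combination). The reversals in anti-PD-1 were B2m (0.075) and Ncam1 (0.14) under TMM scaling, the same genes (0.082 and 0.15) under DESeq2 size factors, and Psmb9 (-0.14) after subtraction of free RNA. In combination they were Psmb8 (-0.066) and Chga (0.10) with each library clustered by itself. TMM scaling cannot change which genes are named by size, since it applies 1 factor to each pair of libraries, and so checks nothing there. Without the minimum in the other library, 1, 0 and 1 of the 10 genes remained for anti-PD-1, ERBB2i and combination, by construction of the rule.

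For Cd8a and the checkpoint median in T cell-like cells, 58 of 59 values kept their direction, 39 of them within the interval. Cd8a in anti-PD-1 was 2.62 under TMM scaling and under DESeq2 size factors, 2.52 with doublets kept, with each library clustered by itself and as the mean per 10000, 1.63 after subtraction of free RNA and 0.26 in the mature cluster. In combination in response it was 3.16 with doublets kept, 2.73 with immune-like cells clustered again and as the mean per 10000, 2.18 after subtraction of free RNA and 0.38 in the mature cluster. The checkpoint median in anti-PD-1 was -2.68 with doublets kept, -2.54 under TMM scaling and DESeq2 size factors, and -3.56 after subtraction of free RNA. In combination in response it was -2.41 with doublets kept, -3.32 as the mean per 10000, -3.40 after subtraction of free RNA and 0.44, a reversal, in the mature cluster. The value of 0.44 is the ratio of Havcr2 and rests on few UMIs, since all T cell-like cells of that library held 7. The mature cluster gave no checkpoint median for anti-PD-1, where a gene had no UMI. The values of combination over ERBB2i stayed between 0.18 and 0.47 for Cd8a and between -0.83 and -0.52 for the checkpoint median.

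For single genes in T cell-like cells, 549 of 596 values kept their sign. Where the interval excludes 0, 447 of 477 did; where it includes 0, 17 of 119 changed sign (Rb1 and Foxp3 in anti-PD-1; Rb1, Cd3e, Lamp1, Havcr2, Tox and Mki67 in combination). The reversals in anti-PD-1 were Cd28 (0.11 and 0.11) and Gzma (0.048 and 0.049) under TMM scaling and DESeq2 size factors, Lamp1 (0.017) as the mean per 10000, and Gzma with each library clustered by itself (0.67) and with immune-like cells clustered again (2.11). In combination they were Gzma (-0.13) as the mean per 10000 and Ptprc (0.019) after subtraction of free RNA. In combination in response they were Mki67 with doublets kept (-0.42), with each library clustered by itself (-0.10) and as the mean per 10000 (-0.75), Gzma (0.022) with immune-like cells clustered again, and Ptprc (-0.58) and Lamp1 (0.083) after subtraction of free RNA. In the mature cluster, Cd4 (-0.35), Gzma (0.54) and Gzmb (0.95) reversed in anti-PD-1. In combination in response, Rb1 (-0.45), Ptprc (-0.31), Cd4 (-0.32), Pdcd1 (0.77), Ctla4 (0.27), Lag3 (0.21), Tigit (0.99), Havcr2 (0.44), Foxp3 (2.58), Gzmb (1.97), Ifng (2.38) and Mki67 (-1.70) reversed there. The mature cluster held 109 cells in anti-PD-1 and 107 in combination in response. Its ratios were given no interval of their own, so that small ones, such as those of Lag3 and Ctla4, may not differ from 0. The ratios of T cell genes across libraries thus depend on which T cell-like clusters each library holds.

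Depth and cell numbers limit several comparisons. Vehicle held 7 T cell-like cells and combination in response 2 tumour-like cells, so that no ratio of T cell genes to vehicle and no ratio of tumour genes for combination in response was formed. The limit in vehicle depends on the filters. Without the mitochondrial and MAD filters, 110 vehicle cells lay in the mature T cell-like cluster. No cell fell below the 500 UMIs used for thinning. No paired analysis was possible because each group holds 1 library and the groups share only replicate 1.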

Other observations

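The tests on thymocyte genes, on overlapping exons, on overlapping gene bodies and on chromosome 4 genes in T cell-like cells were written down before their result was seen. Those on free RNA, doublets, barcode design, clones, cell filters, depth, lung epithelium, sex, copy number, abundant genes and histone transcripts were chosen only after.

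T cell-like cells of anti-PD-1 and combination in response carried transcripts of T cell receptor rearrangement. Rag2 (ENSMUSG00000032864; chromosome 2, 101455063 to 101462874) reached 161 CPM in anti-PD-1 (154 to 168) and 317 in combination in response (307 to 327), against 0.494 in ERBB2i and 1.01 in combination. Dntt reached 1219, 1408, 4.20 and 18.1 CPM in the same order. A UMI of Cd4 and of Cd8a was seen in the same cell in 27.1% and 40.6% of T cell-like cells of anti-PD-1 and combination in response, against 0.153% in ERBB2i and 0.164% in combination. Free RNA from immature T cells is argued against by tumour-like cells of anti-PD-1, where Rag2 reached 3.39 CPM. Doublets of mature CD4 and CD8 cells are argued against by the mature T cell-like cluster of ERBB2i, with 1 Rag2 UMI in 2574 cells. A single expanded T cell clone is argued against by Trbv genes, of which the most used, Trbv2, held 24.8% of 2830 Trbv UMIs in combination in response (23.2 to 26.4%). A barcode design acting on all cells is argued against by tumour-like cells of vehicle, a 27-base library, where Rag2 had 0 UMIs, which allows up to 0.0569 CPM. A barcode design acting on T cell-like cells only is argued against as the whole cause by the mature cluster of the same libraries, where Rag2 reached 7.15 CPM in anti-PD-1 (0.866 to 25.8) and 36.5 in combination in response (17.5 to 67.1). That cluster rests in part on these transcripts, but T cell-like cells with a Ccl5 UMI were also below their class, at 83.6 CPM (57.2 to 118) and 134 (97.3 to 179.7). Immature thymocytes in the cell suspension were tested with 5 genes higher and 5 lower in thymocytes. In the double positive-like cluster, 8 of 10 went as predicted in anti-PD-1 and 9 of 10 in combination in response, against the mature cluster of ERBB2i. The exceptions were Cd24a (0.09) and Ifngr1 (0.67) in anti-PD-1 and Ifngr1 (0.75) in combination in response. Immature thymocytes may thus make up much of the T cell-like class in both libraries, and its share need not measure infiltration of tumours by mature T cells. Thymic tissue taken along with the lung and an origin of such cells within the tumour were not tested against each other. Transcripts of 6 thymic epithelium genes reached 5.18 CPM in combination in response (4.26 to 6.23) and 0.200, 1.52, 0.448 and 0.599 in vehicle, anti-PD-1, ERBB2i and combination.

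Combination in response held hardly any tumour-like cells. Removal by the cell filters is argued against by all deposited barcodes of that library, which together held 2 Chga UMIs. Low depth is argued against by the lowest rate among the other libraries (291 CPM in anti-PD-1), which would give 6285 UMIs. Loss of tumour cells while lung epithelium stayed in the sample was tested with 4 surfactant protein genes, abundant in lung epithelium. They reached 0.0925 CPM (2 UMIs, interval 0.0112 to 0.334). They were also low in anti-PD-1 (1.49) and ERBB2i (10.4), though not in vehicle (992) and combination (556). In tumour-like cells of vehicle, Sftpc alone reached 700 CPM. Low values thus also occurred in libraries rich in tumour-like cells, so that the test cannot decide whether lung epithelium stayed. Loss of all epithelial cells alike, sampling of tissue without tumour and a response to treatment stay open and were not tested. This library also carried the thymocyte transcripts given above. Its thymic epithelium transcripts were the highest among the libraries, at 5.18 CPM. The lack of tumour-like cells therefore need not reflect a response to treatment.

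Vehicle differed from the other libraries in sex-linked transcripts. Xist (ENSMUSG00000086503; chromosome X, 102503972 to 102537573) was seen in 83.5% of vehicle barcodes. Y-linked transcripts (4 genes) reached 0.433 CPM in vehicle and 117, 134, 151 and 356 CPM in the other libraries, which is consistent with mice of different sex. Each comparison with vehicle is therefore also one between libraries that differ in these transcripts. For the antigen presentation genes, sex as the whole cause is argued against by combination over anti-PD-1, with a median log2 ratio of 0.88. Both had hardly any Xist (76 and 1 UMIs).

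Tumour-like cells separated by library. Barcode design as the whole cause is argued against by ERBB2i and combination, which share a barcode length and whose tumour-like cluster shares overlapped by 6.72%, while their T cell-like ones overlapped by 99.1%. Between anti-PD-1 and combination, depth as the whole cause is argued against by median depths of 3042 and 2971 UMIs, at which the cluster shares overlapped by 2.12%. With cells thinned to 500 UMIs, 58.4% of tumour-like cells came from the main library of their cluster, against 95.6% unthinned, and the overlap was 32.1% for anti-PD-1 and combination, 46.0% for ERBB2i and combination and 92.5% for vehicle and combination. Thinning removes differences in depth and detail together, so that for vehicle and combination, with median depths of 6244 and 2971 UMIs, an effect of depth cannot be told apart from other causes of the separation. In anti-PD-1, the leading genes of cluster e7 and most of those of e6 lay in the blocks of chromosome 4 genes given below. In vehicle, Xist was among the leading genes of e5 and e10. Differences between single tumours or mice may thus account for part of the separation of these libraries. What treatment adds stays open and was not tested.

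Rag1, Neurod1 and Igkc had no UMI in any library. For these genes, loss of reads over exons of other genes on the same strand is argued against. Of the last exon of each, 0% lies in such exons (Rag1 is ENSMUSG00000061311, chromosome 2, 101468603 to 101479877). The last exons of these genes do lie within other genes on the same strand (Iftap, Cerkl and Gm30211). Among protein-coding genes whose last exon lies mostly within exons of another gene on the same strand, 42.4% of 486 (37.9 to 46.9%) had no UMI. Where it lies within another gene but outside its exons, the share was 55.6% (51.4 to 59.8%), against 11.8% of 20076 genes without such overlap. This is consistent with reads over overlapping gene bodies not being counted, so that a value of 0 for such a gene need not mean that it was silent. No biological explanation was tested.

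In tumour-like cells of anti-PD-1, a pair of blocks of chromosome 4 genes was higher than in the other libraries (122730010 to 123033786, 6 genes; 124422717 to 124756517, 10 genes, among them Pou3f1). The median log2 difference of the 16 genes was 3.82, and 14 of 16 exceeded 2, while 6 genes between the blocks had a median of 0.02. Composition or barcode design of the library as the whole cause is argued against by T cell-like cells of anti-PD-1, with a median of 0.86. The rise was present in both main tumour-like clusters, at 3.67 in the lower, which is consistent with extra copies of these genes in the tumour cells. The exceptions in the first block were Mycl (0.71) and Bmp8b (-0.78). DNA was not examined.

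In tumour-like cells of vehicle, genes of chromosome 19 were lower. A few abundant genes are argued against, since 94.6% of 316 chromosome 19 genes lay below the median of all genes, against 48.5% of other genes. The log2 ratio was negative against each of the other libraries and in each of 3 parts of the chromosome, with a highest median of -0.61, which is consistent with fewer copies of chromosome 19 in that tumour. Against the median of the other libraries, chromosome 19 was at -0.80 in vehicle, chromosome 11 at 0.36 and the other chromosomes between -0.092 and 0.076. In combination, chromosome 11 was at -0.28. Ratios to vehicle of chromosome 19 genes, Cd274 among them, and of chromosome 11 genes, Trp53, Erbb2 and Irf1 among them, may carry these shifts.

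Transcripts of 50 replication-dependent histone genes split by barcode length. In tumour-like cells they reached 1850 CPM in vehicle, 1841 in anti-PD-1, 1021 in ERBB2i and 1161 in combination. Per Mki67 UMI, the lowest 27-base library exceeded the highest 24-base library 1.71 times in tumour-like and 2.73 times in T cell-like cells. Within the 24-base libraries, the tumour-like values were 0.669 in ERBB2i and 1.41 in combination, a gap larger than that between barcode lengths. The T cell-like classes consist of different clusters, so that a library chemistry that goes with the barcode design cannot be told apart from differences between the cells.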
